A study of Homo sapiens with 3 samples.

How the data were processed

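RNA was measured in cells of the human line Flp-In T-REx-293, which derives from fetal kidney and carries an integration site and a tetracycline repressor, so that a gene placed in the site is switched on by doxycycline. The genotype of all cells is a knock-in of HMGN5 with GFP, per the labels. The labels place 1 sample in each of 3 groups. The overexpression cells were given doxycycline for 24 h, at a concentration that the labels write as 1 µg/µl. The knockdown cells were transfected for 24 h with 40 nM of a pool of siRNAs against HMGN5 and were not induced. The control cells were neither induced nor transfected, so each comparison against the control also holds the difference between doxycycline or siRNA and no treatment. The series text states 2 replicates per group. Total RNA was purified on NucleoSpin columns and made into TruSeq v2 RNA libraries, per the labels' protocols.

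A single table was analysed, with 1 row per gene symbol. It was made by the authors with DESeq2, per the file headers, in a version that is not stated. The aligner, the counting method, its use of strand, the genome build and the annotation are not stated either, so no coordinates are printed. The first value is the authors' mean normalized signal of a gene over all libraries, that is, read counts divided by size factors. The table then gives, for the knockdown and for the overexpression, a log2 fold change deposited by the authors, a p-value deposited by the authors and its adjusted p-value. The reference level of the fold changes is not named in the table and was read as the control. In the values, 3120 genes with a mean above 0 and under 2 had absolute log2 fold changes of at most 0.0968, as shrinkage towards 0 gives. The fold changes of weakly expressed genes are therefore understated. Those of better expressed genes may be understated as well, to an extent that was not measured.

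Values per library were not analysed here, so the depth of each library is unknown. For the same reason there is no test across replicates beyond the authors' own, and no standard deviation, replicate count or interval between replicates is given. The adjusted p-values of the authors' deposited table were recomputed from its p-values with the Benjamini-Hochberg method over the 12309 genes that have one, and differed by at most 6.26e-07 for the knockdown and 9.58e-07 for the overexpression. Genes with an adjusted p-value under 0.05 in the authors' deposited table are called changed. The 8090 genes with a p-value and no adjusted p-value had means of at most 71.6, and the lowest mean among the 12309 was 71.7, so the authors' filter on low means was the same in both comparisons.

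A standard error was derived for each gene as the absolute log2 fold change divided by the normal quantile of its two-sided p-value, for p-values under 0.9. This holds for a Wald test, which the table does not name. The ratio of the knockdown's to the overexpression's standard error had a median of 0.998 over 11088 genes, with a 1st percentile of 0.986 and a 99th percentile of 1.01. These standard errors served to simulate unchanged groups against 1 shared control 100 times, with a correlation of 0.5 between the 2 effects, which holds for groups of equal size.

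Comparisons and gene lists were fixed before the data were examined. The planned tests on counts or normalized values per library were replaced, as the plan provided, by counts of genes in the authors' deposited table. The overexpression was set against the knockdown as the difference of their log2 fold changes, without a test, over genes with a mean of at least 10. Genes are named by a rule set in advance. They are the HMGN genes and, per comparison, the 5 genes with the largest rise and the 5 with the largest fall among those with an adjusted p-value under 0.05 and a mean of at least 50. For overexpression against knockdown the adjusted p-value was not required. Members of the fixed lists were also open to naming. The lists were the HMGN family, linker histones, targets of the transcription factor ATF4, interferon-stimulated genes and mitochondrially encoded mRNAs. The ATF4 and mitochondrial lists were included because doxycycline went to the overexpression cells alone, and the interferon list because siRNA went to the knockdown cells alone. For each list, the median log2 fold change was ranked among 10000 random lists of the same size, each member replaced by 1 of the 200 genes nearest in mean. None of the 13 mitochondrial symbols was found under these names, and that list is not analysed here. The value of 1 single member of the interferon list is not reported here.

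Chromosomes, transcripts and gene types came from GENCODE release 29 on GRCh38, matched by symbol, which may not be the annotation the authors used. Of the 23710 symbols 21244 matched, and 11450 of the 12309 genes with an adjusted p-value. For each gene the protein-coding transcript with the longest 3'UTR was taken. GC content and length of this mRNA were available for 11132 genes (90.4%) and a 3'UTR of at least 50 bases for 11051 (89.8%). The trend with GC content and length was removed as a cubic in each, with their product. The presence of each heptamer in the 3'UTR was tested in a linear model of the log2 fold change with 3'UTR length and AU content, for heptamers present in at least 50 genes and absent from at least 50, and set against 100 permutations of the genes.

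Alternatives planned in advance changed the filter on the mean, the threshold, the minimum fold change, the centring and the drawing of random lists. Alternatives added after the data were seen were the filter at a mean of 10, centring on the median of the genes with an adjusted p-value, removal of the GC and length trend, and an approximate test of overexpression against knockdown. The statistics were tested on simulated data. With 200 of 12265 genes changed by 0.8 on the log2 scale, 98.5% were recovered, and 5.29% of the calls were false. A heptamer planted with a change of -0.20 in 11010 genes ranked 1 with an estimate of -0.21. A correlation of 0.191 produced by a simulated GC trend became -0.00939 after the correction. Intervals for shares are Wilson intervals at 95% confidence and treat genes as independent, which they are not. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.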

Results

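RNA sequencing was carried out on Flp-In T-REx-293 cells in which HMGN5 was either induced or depleted. HMGN5 belongs to the high mobility group N family of nucleosome-binding proteins, and the title of the series concerns its part in opening chromatin and activating genes. The 3 groups were overexpression, knockdown and non-treated control, with 1 listed sample each and 2 replicates per group according to the series text. The authors' deposited table held 23710 gene symbols, of which 3311 had a mean of 0 and no fold change, 20399 had a p-value and 12309 had an adjusted p-value. Over all genes the means in the authors' deposited table, pooled over libraries, summed to 28670571 normalized reads, and the 10 highest genes took 4.21% of this sum. The depth of single libraries is unknown. Among the 12309 genes the median mean was 1027 normalized reads, and the standard error implied by fold change and p-value had a median of 0.102 on the log2 scale in both comparisons, with a range from 0.0493 to 0.181.

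The targeted gene was examined first. HMGN5 lies on the X chromosome and had a mean of 7645 normalized reads in the authors' deposited table. Under knockdown its log2 fold change in the authors' deposited table was -1.42, with an adjusted p-value of 3.01e-24, which left 37.4% of the control level. Under overexpression the authors' deposited table gave 3.33, with an adjusted p-value of 6.58e-141, a 10.0-fold rise. The 37.4% and the 10.0-fold hold for the values as given, and both changes are larger if shrinkage acted on this gene. Reads of the induced transgene can be counted at this gene, so the rise does not separate the endogenous gene from the transgene. HMGN5 had the largest rise under overexpression and ranked 9 among the falls under knockdown. Its implied standard error, 0.132 under knockdown and 0.130 under overexpression, exceeded the median of 0.0615 and 0.0616 of the 200 genes nearest in mean. Of those 200 genes 2, RPS29 and HYOU1, singled out after their values were seen, had a higher one. The mean of HMGN5 is pooled and holds the induced libraries, so its level in control and knockdown cells lay below it. The 200 genes are no match for that lower level, and part of the higher standard error can come from this. Centring on the median of the genes with a mean of at least 10, which was 0.00397 for knockdown and -0.00718 for overexpression, left the HMGN5 values at -1.42 and 3.33.

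The other HMGN genes moved less and in one direction. In the authors' deposited table HMGN1 (chromosome 21) had log2 fold changes of -0.21 under knockdown and -0.22 under overexpression, with adjusted p-values of 0.00188 and 0.00168. HMGN4 (chromosome 6) was at -0.27 and -0.21 in the authors' deposited table, with adjusted p-values of 0.00308 and 0.0261. For HMGN2 (chromosome 1) the authors' deposited table gave -0.12 under knockdown, not past the threshold at an adjusted p-value of 0.0763, and -0.15 under overexpression at 0.0137. HMGN3 (chromosome 6) was at -0.09 under knockdown, with an adjusted p-value of 0.504, and at -0.52 under overexpression, with 5.19e-07, in the authors' deposited table. HMGN2 has many processed pseudogenes, and its value is uncertain where reads were split among them.

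Which genes changed when HMGN5 was depleted was asked by setting the knockdown against the control. An adjusted p-value under 0.05 was given by the authors' deposited table to 3049 of the 12309 genes (24.8%), of which 1177 were higher and 1872 lower. The share of higher genes was 38.6% (Wilson interval 36.9% to 40.3%), and became 42.5% when the log2 fold changes were centred on their median of -0.01. An unadjusted p-value under 0.05 was found for 4260 genes. The changes as given were small, with a median absolute log2 fold change of 0.334 among the called genes, which shrinkage may understate. A change of at least 1 was reached by 40 called genes, 10 upwards and 30 downwards, and this minimum was the alternative that moved the count most.

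The 5 largest falls under knockdown in the authors' deposited table were those of ZCCHC12 (chromosome X; -2.13, adjusted p-value 3.85e-102), RPL30 (chromosome 8; -1.97, 2.29e-197), ADSS (chromosome 1; -1.66, 9.10e-110), TMEM98 (chromosome 17; -1.63, 4.21e-64) and CBFB (chromosome 16; -1.63, 7.49e-97). All 5 fell further than HMGN5 itself. RPL30 has processed pseudogenes, and how the authors counted reads shared with them is not stated. The 5 largest rises in the authors' deposited table were DDIT3 (chromosome 12; 1.30, adjusted p-value 1.66e-21), GDF15 (chromosome 19; 1.23, 2.13e-11), PCSK1N (chromosome X; 1.10, 1.60e-10), CHAC1 (chromosome 15; 1.06, 5.53e-09) and KRTAP19-1 (chromosome 21; 1.05, 3.13e-08). Since the use of strand in counting is not stated, reads from overlapping or antisense transcripts are not excluded from any of these values.

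The overexpression was set against the control to ask which genes changed when HMGN5 was raised. The authors' deposited table gave 2999 genes (24.4%) an adjusted p-value under 0.05, 1153 higher and 1846 lower. The share of higher genes was 38.4% (Wilson interval 36.7% to 40.2%). This split depended on the centring, since subtraction of the median of -0.03 gave 1390 higher and 1340 lower genes, a share of 50.9%. An unadjusted p-value under 0.05 was found for 4269 genes. The median absolute log2 fold change of the called genes was 0.319, which shrinkage may understate. Changes of at least 1 went upwards in 27 called genes and downwards in 1, MAP1A.

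After HMGN5, the largest rises under overexpression in the authors' deposited table were KRTAP19-1 (1.88, adjusted p-value 3.96e-25), EGR1 (chromosome 5; 1.80, 2.95e-29), GADD45B (chromosome 19; 1.69, 2.64e-50) and VGF (chromosome 7; 1.47, 1.41e-16). KRTAP19-1, GADD45B and VGF were also higher under knockdown in the authors' deposited table, at 1.05, 1.00 and 1.01, whereas EGR1 was at -0.14 there with an adjusted p-value of 0.567. The largest falls in the authors' deposited table were MAP1A (chromosome 15; -1.09, adjusted p-value 2.70e-17), SLC39A10 (chromosome 2; -0.99, 2.95e-29), TEX15 (chromosome 8; -0.85, 1.42e-14), LRRTM4 (chromosome 2; -0.78, 1.39e-04) and GCLM (chromosome 1; -0.76, 8.60e-14). MAP1A, SLC39A10 and GCLM were also lower under knockdown in the authors' deposited table, at -1.05, -0.92 and -0.66.

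Overexpression and knockdown move HMGN5 apart, and the authors' deposited table was used to set them directly against each other, without a test. HMGN5 differed by 4.74 on the log2 scale between the groups of the authors' deposited table. Of the 15187 genes with a mean of at least 10 in the authors' deposited table, 34 (0.224%) differed by at least 1, 33 higher and 1 lower under overexpression. The lower gene was OTUB2, at -1.01, and it was no longer past this limit after centring, when 34 genes were higher and 0 lower. After HMGN5, the largest differences upwards from the authors' deposited table were ZCCHC12 at 2.80, EGR1 at 1.94, RPL30 at 1.91 and EPPK1 (chromosome 8) at 1.81. Downwards, OTUB2 (chromosome 14) was followed by SLITRK5 (chromosome 13) at -0.96, the noncoding RNA MGC12916 (chromosome 17) at -0.95, TEX15 at -0.91 and RUNX1T1 (chromosome 8) at -0.91, all computed from the authors' deposited table. An approximate normal test of the difference, chosen after the data were seen, gave 2993 of 12265 genes with an adjusted p-value under 0.05, 1531 higher and 1462 lower under overexpression.

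**Figure D1:**
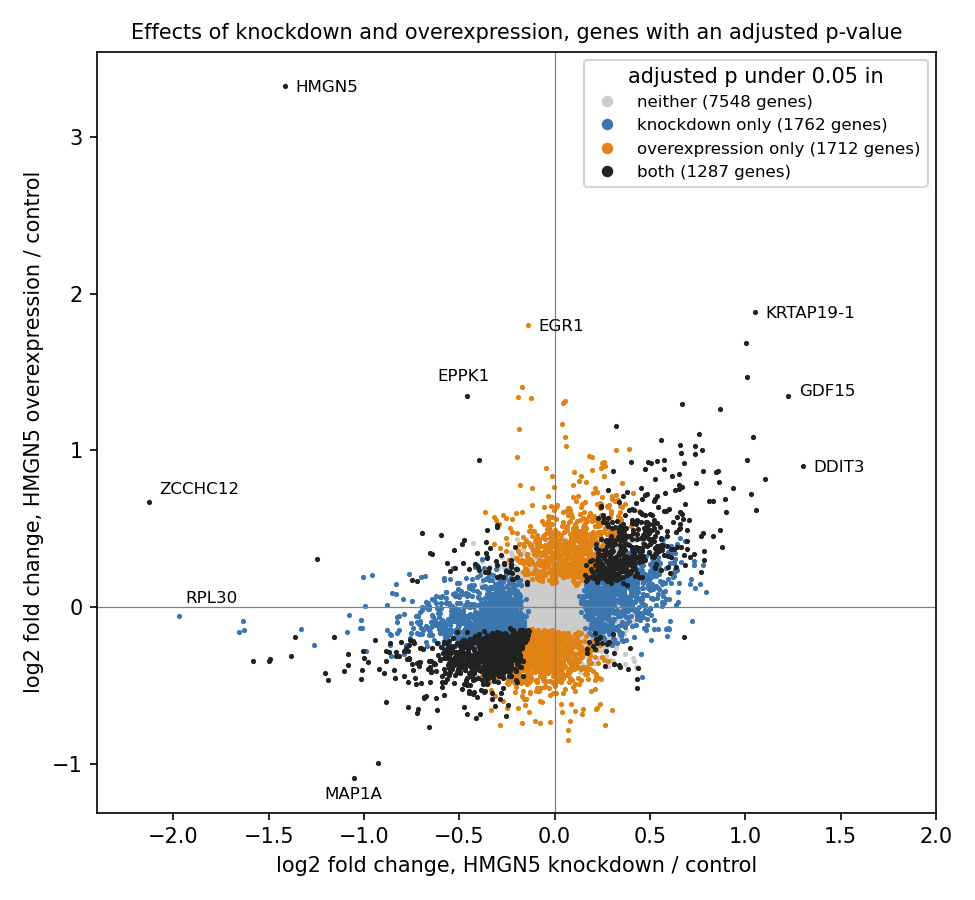
Each point is 1 of the 12309 genes with an adjusted p-value in the authors' deposited table, with the log2 fold change of knockdown over control on the x axis and of overexpression over control on the y axis, coloured by the comparison in which the adjusted p-value was under 0.05. HMGN5 lies alone at -1.42 and 3.33, while 1203 of the 1287 genes called in both comparisons lie in the lower left or upper right part of the plot. In simulated unchanged groups against 1 control, 100% of the genes called in both did.

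The relation of both effects was then computed across genes, which are not independent replicates. Over the 15187 genes with a mean of at least 10, the log2 fold changes of knockdown and overexpression in the authors' deposited table had a Pearson r of 0.457 and a Spearman rho of 0.468. Both comparisons share the control, and simulated unchanged groups against 1 control gave a mean r of 0.50 (0.477 to 0.520 over 100 simulations) and a mean rho of 0.473 (0.456 to 0.492). In these simulations all variance is noise. The observed r was below their range and the rho within it. Without a filter on the mean, the rho was 0.450. Removal of the trend with GC content and mRNA length moved the relation most, to an r of 0.311 over 11132 genes, against 0.454 in the same genes without it. Over the 12265 genes with an adjusted p-value and an implied standard error, sampling noise made up 22.6% of the variance of the knockdown values and 24.7% of the overexpression values, and with it taken out the correlation was 0.438.

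Among the 4761 genes called in either comparison of the authors' deposited table, 21.0% had opposite signs (Wilson interval 19.8% to 22.1%), against a mean of 5.44% (2.66% to 10.5%) in the simulations. Both comparisons called 1287 genes, where the simulations gave a mean of 15.9 and at most 31. The simulated groups held no changed genes and had on average only 153 and 150 calls. Their counts are therefore no limit for changes that are unrelated between the comparisons. Of the 1287 genes, 427 were higher in both and 776 lower in both, together 1203 genes or 93.5%. In every simulation of unchanged groups this share was 100%, so by itself it does not show that the effects are related. In the opposite direction were 84 genes, with 57 higher under overexpression and lower under knockdown and 27 the other way round. ZCCHC12 was among the 57, at 0.67 and -2.13 in the authors' deposited table, as was EPPK1 at 1.35 and -0.46. A further 1762 genes were called under knockdown alone and 1712 under overexpression alone, which does not show that their effects differed between the groups.

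The fold changes went with the GC content of the mRNA, a relation examined after the data were seen. Across the 11132 genes with a matched transcript, the Spearman rho between GC content and the log2 fold change of the authors' deposited table was 0.424 for knockdown and 0.548 for overexpression. In the 10% of genes with the highest GC content, the median log2 fold change computed from the authors' deposited table was 0.14 for knockdown and 0.20 for overexpression. In the 10% with the lowest, it was -0.17 and -0.19. GC content and mRNA length together accounted for 17.5% of the variance of the knockdown values and 27.6% of the overexpression values. With this trend removed, 2210 genes were called under knockdown and 1495 under overexpression, against 2875 and 2833 in the same genes without the removal.

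**Figure D2:**
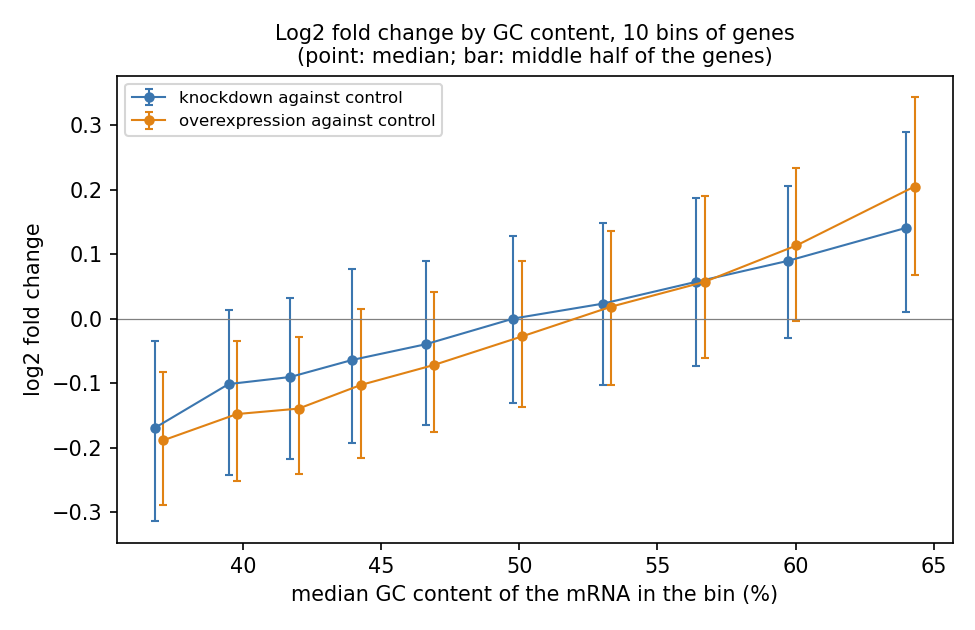
Median log2 fold change from the authors' deposited table (y axis) in 10 bins of genes ordered by the GC content of the mRNA in percent (x axis), for knockdown and overexpression against control, with bars from the lower to the upper quartile of the genes and the points of the comparisons set slightly apart sideways. The medians rise from -0.17 to 0.14 for knockdown and from -0.19 to 0.20 for overexpression.

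Lists of genes fixed beforehand were compared with random lists of the same mean expression, in 12 combinations of 4 lists and 3 contrasts. The percentiles describe these libraries and are not p-values. The 23 targets of ATF4, a transcription factor of the amino acid and stress response, had a median log2 fold change of 0.33 under knockdown and 0.44 under overexpression in the authors' deposited table, above all 10000 random lists in both comparisons. In each comparison 22 of the 23 were above 0. By the adjusted p-values of the authors' deposited table, 14 were called higher and 0 lower under knockdown, and 16 higher and 0 lower under overexpression. Adjusted over the list alone, the counts were 15 and 19. Overexpression exceeded knockdown by a median of 0.11 (percentile 97.8), which became 0.0796 (percentile 93.8) over genes with a mean of at least 100. The ATF4 targets ATF3 and PCK2 were at 0.62 and 0.74 under knockdown and at 0.84 and 0.79 under overexpression in the authors' deposited table. Other targets differed more between the groups. VLDLR was at 0.60 under knockdown and -0.09 under overexpression, and ATF5 at 0.00468 and 0.64, both singled out after their values were seen.

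Linker histones were listed because they bind nucleosomes, as HMGN proteins do. Of the 7 genes 4 had a mean of at least 10, and their median in the authors' deposited table was 0.38 under knockdown (percentile 100) and 0.26 under overexpression (percentile 99.7), with a difference of -0.15 (percentile 7.05). HIST1H1C was at 0.83 and 0.68 in the authors' deposited table, and H1F0 at 0.49 under knockdown and at 0.17 under overexpression, the last with an adjusted p-value of 0.110. Adjusted over the list alone, 3 genes were past 0.05 in each comparison, against 3 under knockdown and 2 under overexpression over all genes. With all 7 genes and no filter, the median was 0.0917 under knockdown (percentile 98.5) and 0.0188 under overexpression (percentile 73.3).

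The HMGN family had a median of -0.21 in both comparisons of the authors' deposited table (percentiles 9.23 and 5.92) and of -0.01 for their difference (percentile 53.2). In that list 3 genes were called lower under knockdown, and 4 lower and 1 higher under overexpression. Adjusted over the list alone, 4 and 5 genes were past the threshold. Of the 18 interferon-stimulated genes 12 had a mean of at least 10, with a median in the authors' deposited table of 0.09 under knockdown (percentile 82.2), -0.05 under overexpression (percentile 3.20) and -0.09 for the difference (percentile 4.65). Among random lists not matched on the mean these percentiles were 91.4, 27.2 and 9.75. Over the 6 genes with a mean of at least 100 the knockdown median was 0.0290 (percentile 41.05). The overexpression median and the difference changed sign there, to 0.0350 and 0.00474. Under knockdown the authors' deposited table called IFI6 higher at 0.53, and under overexpression ISG15 higher at 0.64. Adjusted over the list alone, the counts were 2 and 1.

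**Figure D3:**
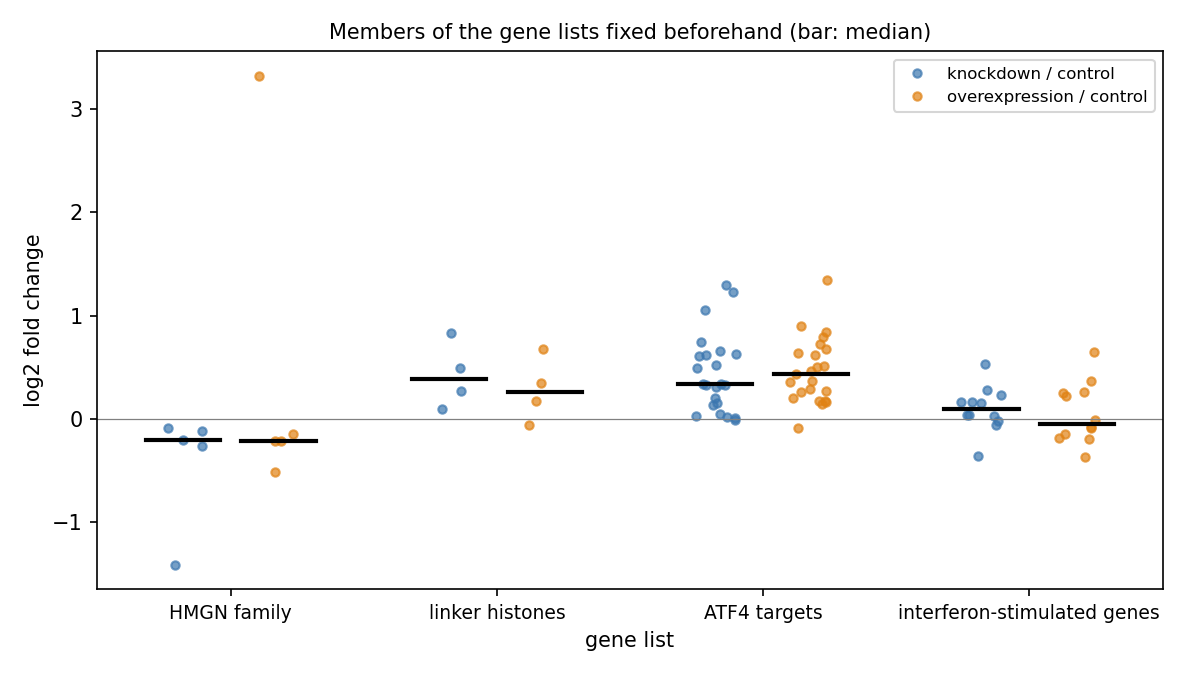
Log2 fold changes from the authors' deposited table (y axis) of the members with a mean of at least 10 of 4 gene lists (x axis), 1 point per gene, for knockdown and overexpression against control, with a bar at each median. The ATF4 targets lie above 0 in 22 of 23 genes in each comparison, and the medians of the HMGN family are -0.21 in both.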

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

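Removal of the GC and length trend, the filter at a mean of 10, centring on the median of the genes with an adjusted p-value and the approximate test of overexpression against knockdown were chosen only after the results were seen. No paired analysis was possible because the table carries no values per replicate. For the same reason settings planned beforehand with other pseudocounts, with another normalization of the libraries, with a replicate block, with each replicate left out, with only the 2 groups compared in a fit and with a test of its own were not run. For overexpression against knockdown, the stricter threshold and the minimum fold change beside an adjusted p-value were not run either, as the table holds no p-value for it. The depth per library is unknown, and what it limits could not be measured.

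The counts of calls stayed within 1.5 times the reported ones under each filter on the mean, from 2704 to 3053 genes for knockdown and from 2556 to 2988 for overexpression. Of the 2704, 2672 were among the 3049 genes and went the same way. A threshold of 0.01 left 2045 genes for knockdown, 35.0% of them higher, and 1798 for overexpression. A log2 fold change of at least 1 left 40 genes for knockdown, 25% of them higher, and 28 for overexpression, 96.4% of them higher. Both settings are stricter by construction.

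Centring gave 42.5% higher genes for knockdown and 50.9% for overexpression, so the excess of lower genes under overexpression rests on where the authors' scaling places 0. After removal of the trend with GC content and length, 2210 genes were called for knockdown, 43.3% of them higher, and 1495 for overexpression, 45.6% of them higher. Of these, 1766 and 1116 were called in the same direction without the removal. The genes with a transcript gave 2875 and 2833 calls before it, so the smaller gene set was not the cause.

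The 34 genes that differed by at least 1 between overexpression and knockdown were the same genes under each filter. After centring 33 of them remained and OTUB2 did not, while another gene entered. The approximate test called 2993 genes, as it asks for no minimum size. The rho between the effects was 0.450 without a filter, and the cause was not tested. Under the filters and centring, the r stayed within 0.445 to 0.470, its 95% interval across genes taken as independent, and the share of opposite signs within its Wilson interval. Removal of the GC and length trend, with calls redone, lowered the r to 0.311 and the rho to 0.308 and raised the share of opposite signs to 30.1%, where the same genes gave 0.454, 0.470 and 20.9% without it. HMGN5 kept its direction and call after centring.

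Among the gene lists, the HMGN family under knockdown, at -0.21, moved to percentile 2.47 among random lists that were not matched on the mean. Without a filter, the linker histones were at 0.0917 under knockdown (percentile 98.5) and at 0.0188 under overexpression (percentile 73.3). Their difference was at -0.0728 (percentile 2.42). These values moved since 3 genes with means under 10 and shrunken values entered. Over genes with a mean of at least 100, the ATF4 difference was 0.0796 (percentile 93.8). With that filter the interferon list reversed to 0.0350 under overexpression and to 0.00474 for the difference, with 6 of the 12 genes left. Under knockdown it kept its sign but was at 0.0290 (percentile 41.05), against 0.09 (percentile 82.2) before. What caused the changes in the ATF4 and interferon lists was not tested. Of the values of single named genes under the alternatives, 156 kept direction and call, and 4 fell short of a minimum fold change of 1.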

Other observations

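The tests of mRNA GC content and of the reverse complement for the heptamers, of the genes with the largest falls, of where the GC trend comes from, of the chance values of the shared control, of a scaling offset and of GC content and length for the genes called in both, and of doxycycline, siRNA and the control level for the ATF4 targets were chosen only after the results were seen.

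HMGN5 did not have the largest fall under knockdown, and 29 other genes fell by at least 1 on the log2 scale. A graded response to the HMGN5 level would have these genes rise under overexpression. Their median under overexpression was -0.19 (percentile 0.1 among random lists of the same mean expression, whose middle list was at -0.06). Noise of the shared control pulls a set selected this way by about -0.08, as estimated from the share of noise in the variance, and both together do not reach -0.19. Beyond noise, the effects shared a component, with a correlation of 0.438 once sampling noise was taken out, and this was not allowed for. Such a component could mask a rise. The set thus showed no rise as a whole, which does not exclude a graded response. ZCCHC12, ETV5 and HIPK3 were the 3 genes of the 29 that were higher under overexpression, named after their values were seen, and 15 were called lower. ZCCHC12 and ETV5 were called higher, at 0.67 and 0.31 in the authors' deposited table, the direction that a graded response would give.

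An siRNA can also lower mRNAs that match its seed, a stretch of 7 bases, in the 3'UTR. The sequences of the pool are not used here, so all 16210 heptamers that passed the limits on the number of genes were examined over 11051 genes. The lowest statistic under knockdown was that of ACCTGCA, present in 1532 genes, at t = -7.26 and a change of -0.05 on the log2 scale, followed by CCTGCAA at t = -6.67. These 2 heptamers, which overlap, were below every one of 100 permutations, whose lowest t was -5.27. Passing the permutations was not specific to knockdown, since under overexpression GAGGCTG at t = -4.77 and GTCTCTA at t = -4.66 were below their lowest t of -4.65, and TATTTAT at t = 6.84 was above their highest of 5.11. Without 3'UTR length and AU content in the model TATTTAT was at t = -14.8, so its sign depends on these terms, while ACCTGCA was at t = -8.94. With GC content and length of the mRNA also in the model, ACCTGCA was at t = -7.48 and still ranked 1, which argues against these trends as the whole cause.

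Heptamers were then chosen on a random part of the genes and tested in the rest. The 20 lowest heptamers of the chosen part went with a median held-out knockdown change of -0.0246 (-0.0468 to -0.00405 over 100 random parts) and an overexpression change of -0.00308, and the knockdown change was the lower of both in 99 parts. Heptamers chosen on overexpression went with a held-out overexpression change of -0.00964 (-0.0351 to 0.0123). Of the 20 lowest heptamers over all genes, 5 lie in the HMGN5 mRNA itself, as the targets of guide strands would. This did not stand apart, since 5 of 47 mRNAs with a similar number of heptamers and AU content held as many (10.6%). In the reverse complement of the HMGN5 mRNA, which corresponds to the passenger strands, lie 10 of the 20, against a mean of 2.34 and at most 7 for the 47 other mRNAs. For overexpression the reverse complement of HMGN5 held 1 of the 20 lowest heptamers. However, 2 of the 47 other mRNAs (4.26%) held at least 10 and at most 13, so counts this high can arise without siRNA. The overexpression list is largely another one and holds runs of overlapping heptamers, such as GTCTCTA, TCTCTAC and CTCTACT. It therefore gives no rate for the knockdown list. Several of the knockdown's 20 also overlap each other and are not independent. The held-out change of -0.0246 is consistent with a weak seed effect of the siRNAs, as a hypothesis found and tested on the same data. The counts of 5 and 10 heptamers neither show nor exclude that guide or passenger strands are its source.

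Whether seed matches account for the largest falls cannot be told apart from chance. ACCTGCA, also the lowest heptamer when the 29 genes are left out, was carried by 9 of them, against a mean of 5.16 in random genes with 3'UTRs of the same length, of whose sets 4.97% had as many. For any of 20 heptamers the count was 26 of 29, but random genes gave a mean of 24.9, so that this measure is close to saturated, and 34.2% of the sets had as many. What keeps it open are the siRNA sequences, which are not used here, and the size of the heptamer effects, which are far below the falls of 1 and more.

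Most genes called in both comparisons went the same way, although the comparisons move HMGN5 in opposite directions. The share that did so decides nothing by itself, since it was 100% in simulated unchanged groups against 1 control. In groups without any change, chance values of the shared control libraries would give at most 31 genes called in both, and 1203 were called in both in the same direction. The observed correlation alone does not settle this, as unchanged groups give one of that size, but it was 0.438 with the sampling noise taken out. A scaling offset would move all genes one way. With the calls redone after centring, 1192 genes were called in both, 514 of them higher in both and 588 lower in both. Calls shared in either direction thus remained once the median was subtracted, which argues against an offset as their whole cause. The 31 is no limit here, as it comes from unchanged groups with on average 153 and 150 calls. GC content and transcript length accounted for part of the relation, as the r over 11132 genes, with the sampling noise taken out, was 0.441 before and 0.234 after their removal. With the calls redone after the removal, 500 genes were called in both in the same direction, against 1139 without the removal. Simulated unchanged groups gave at most 16 called in both, but they hold no changed genes, so this is no limit for unrelated changes. With the r still at 0.234, the GC and length trends are not the whole cause. What stays open is a difference of the control cells or libraries that both replicates share, a response common to any treatment of the cells, and a response of the same genes to either change of HMGN5, none of which was tested.

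Log2 fold changes rose with the GC content of the mRNA in both comparisons. If GC bias of the control libraries alone were the source, the trend would cancel between overexpression and knockdown. There the rho with GC content was 0.0943, beyond the range of -0.0245 to 0.0182 of 100 permutations, so the control is not the whole source, but most of the trend did cancel. With 0.424 for knockdown and 0.548 for overexpression, a GC bias that differs between the groups' libraries and a change of the cells cannot be told apart, because values per library are not analysed here. Either could hold for many of the small fold changes, and the 1495 overexpression calls left after removal of the trend, against 2833 before, show how far the count depends on it.

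Targets of ATF4 were higher in both comparisons, and the design offers a treatment for each. Doxycycline went to the overexpression cells alone and would leave the knockdown median of 0.33 unexplained. An effect of siRNA transfection would likewise leave the overexpression median of 0.44 unexplained. With GC content and transcript length removed, the median of the 22 targets with a transcript was 0.355 under knockdown and 0.314 under overexpression, above all random lists in both, so this trend is not the source. Overexpression and knockdown differed by a median of 0.11, less than either differed from the control. A lower level in the control cells, for example from a difference in density or medium, cannot be told apart from a rise in both treated groups, since both comparisons rest on the same control. Doxycycline in one group and transfection in the other, each with its own effect on the list, also stay open, as does an effect of HMGN5 in both directions.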
